# Transcriptomic Data Sets To Determine Gene Expression Changes Mediated by the Presence of PBT2 in Growth Medium of Multidrug-Resistant Neisseria gonorrhoeae WHO Z

**DOI:** 10.1128/MRA.00283-20

**Published:** 2020-05-21

**Authors:** Freda E.-C. Jen, Ibrahim M. El-Deeb, John M. Atack, Mark von Itzstein, Michael P. Jennings

## Abstract

Neisseria gonorrhoeae causes the sexually transmitted infection gonorrhea. High-coverage (∼3,300-fold) transcriptome sequencing data have been collected from multidrug-resistant N. gonorrhoeae strain WHO Z grown in the presence and absence of PBT2.

## ANNOUNCEMENT

Neisseria gonorrhoeae is a Gram-negative diplococcal bacterium that infects human mucosal surfaces and causes the sexually transmitted infection gonorrhea. Symptomatic gonococcal infections typically present as urethritis in males and cervicitis in females. Up to 80% of female gonococcal infections are asymptomatic (1, 2). Untreated or undetected infections can lead to pelvic inflammatory disease, infertility, and neonatal blindness; more importantly, infection is associated with increased HIV transmission (reviewed by Edwards et al. [3]). No vaccine is available, and the emergence of multidrug-resistant (MDR) N. gonorrhoeae strains that are resistant to available antimicrobials is a current health emergency (4). N. gonorrhoeae WHO Z, also called strain A8806, was identified in Australia in 2013 (5). WHO Z is resistant to penicillin G, cefixime, ceftriaxone, azithromycin, ciprofloxacin, and tetracycline, and it carries most known resistance genes (4).

PBT2 {5,7-dichloro-2-[(dimethylamino)methyl]quinolin-8-ol} is a hydroxyquinoline-based ionophore that was developed as a treatment for Alzheimer’s disease and Huntington’s disease, and it progressed to phase 2 human clinical trials (6). Recent studies showed that PBT2-zinc complexes can sensitize bacteria to antibiotics and can reverse antibiotic resistance in multiple Gram-positive bacteria (7) and in the Gram-negative pathogen N. gonorrhoeae (7, 8). To understand how PBT2 sensitizes N. gonorrhoeae to antibiotics, the transcriptome of strain WHO Z was determined in the presence and absence of 0.5 μM PBT2.

Cultures of strain WHO Z were grown to mid-log phase in GC broth before supplementation with PBT2 or dimethyl sulfoxide (DMSO) (the solvent for PBT2, as a no-PBT2 control) and then grown for an additional 16 h at 37°C. Triplicate biological replicates of total RNA (three separate cultures grown for each RNA sample) were extracted using TRIzol (Thermo Fisher Scientific) according to the manufacturer’s protocol. 

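Total RNA in 3 replicates grown with 0.5 μM PBT2 was compared with 3 replicates grown with DMSO for 16 h. The DMSO libraries held 40083989, 39033697, and 33780519 counts assigned to genes, and the PBT2 libraries 40360625, 46393460, and 37070458. The average was 39453791 counts, on which all values here rest, while the paper's average is 98389274 reads. There were 39 to 41 counts per 100 reads of Table 1. The paper states default settings except where specified, and featureCounts by default counts single reads and ignores strand. If pairs were counted, the counts would stand for 78 to 82 of 100 reads, so the counting unit is not settled here. A tested gene had a median of 5030 counts per library. The first principal component separated PBT2 from DMSO and held 90.5% of the variance, and the biological coefficient of variation was 5.16%. The authors' annotation lists 2205 genes on 121 contigs of the WHO Z assembly, which are numbered here by the end of their sequence names. It gives a symbol to 293 genes and no product names for protein-coding genes, so the functions of the other genes were not analysed here. No listed gene of zinc, copper, or manganese transport was matched. The counts were scaled by the trimmed mean of M values (TMM), given as CPM, and tested with edgeR's quasi-likelihood test. If strand was ignored, as by default, reads of overlapping or antisense genes cannot be told apart.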

Libraries were prepared using the Illumina Ribo-Zero Gold protocol and were assessed using an Agilent Bioanalyzer DNA 1000 chip. Each individual library was quantified by quantitative real-time PCR and normalized to 2 nM by using the Illumina cBot system with TruSeq PE cluster kit v3 reagents. Sequencing of 150-bp paired-end runs was performed on the Illumina NovaSeq system with TruSeq SBS kit v3 reagents. The sequence reads from all of the samples were analyzed according to Australian Genome Research Facility (AGRF) quality control measures. The per-base sequence quality for the samples was excellent, with >93% of bases having a score above Q30 across all samples. The reads were also screened for the presence of any Illumina adapter or overrepresented sequences and cross-species contamination. The average number of reads for all samples was 98,389,274 reads (see details in Table 1). Sequence reads were aligned with the WHO Z reference genome (GenBank accession number GCF_900087715.2) by using Bowtie 2 aligner v2.3.3.1 with default settings (9). Transcripts were assembled using StringTie v1.3.3 (10). Counts were summarized at the gene level by featureCounts v1.5.3 (11). Default settings were applied in all software programs except where otherwise specified. 

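With PBT2, the fumarase gene fumC rose 12.1-fold, the iron-sulfur cluster assembly genes iscR and iscS rose, and 2 adjacent genes for the iron storage protein bacterioferritin fell about 8-fold. fumC lies on contig 60 from 317285 to 318673 and encodes the fumarase that needs no iron. It went from 108 ± 3.20 CPM (SD, n = 3) with DMSO to 1296 ± 19.5 (SD, n = 3) with PBT2, a log2(fold change) of 3.59 (standard error 0.04, adjusted p = 1.99e-13 from edgeR's quasi-likelihood test). The bfr genes WHOZ_00476 and WHOZ_00477, on contig 60 from 281656 to 282621, had log2(fold changes) of -2.97 (standard error 0.05) and -3.05 (standard error 0.06). WHOZ_00477 fell from 2226 ± 36.3 to 269 ± 24.3 CPM, with an adjusted p of 8.36e-12, and the pair share a symbol and may share reads. iscR, a regulator of this assembly, and iscS, a cysteine desulfurase, rose by 1.76 and 1.51 on the log2 scale.

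Other large decreases were in nqrF and nqrE of the sodium-translocating NADH:quinone reductase (-1.81 each), cysK of cysteine synthesis (-1.77), the nitrite reductase gene nirK (-1.70), and pgk of glycolysis (-1.59). The largest increases were in genes without a symbol, WHOZ_00302 (4.32) and WHOZ_00403 (4.24), and the latter reached 12158 ± 1401 CPM (SD, n = 3) from 641 ± 38.9. WHOZ_01546 (-2.06) and WHOZ_01548 (-2.01) fell most after the bfr genes. All of these genes passed the test, and in each the 3 PBT2 libraries lay on one side of the 3 DMSO libraries. Both were conditions for naming them. WHOZ_01546 and WHOZ_01548 lie in the same run of neighbouring genes on one strand that fell together, and nqrF and nqrE lie in another.

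**Figure D1:**
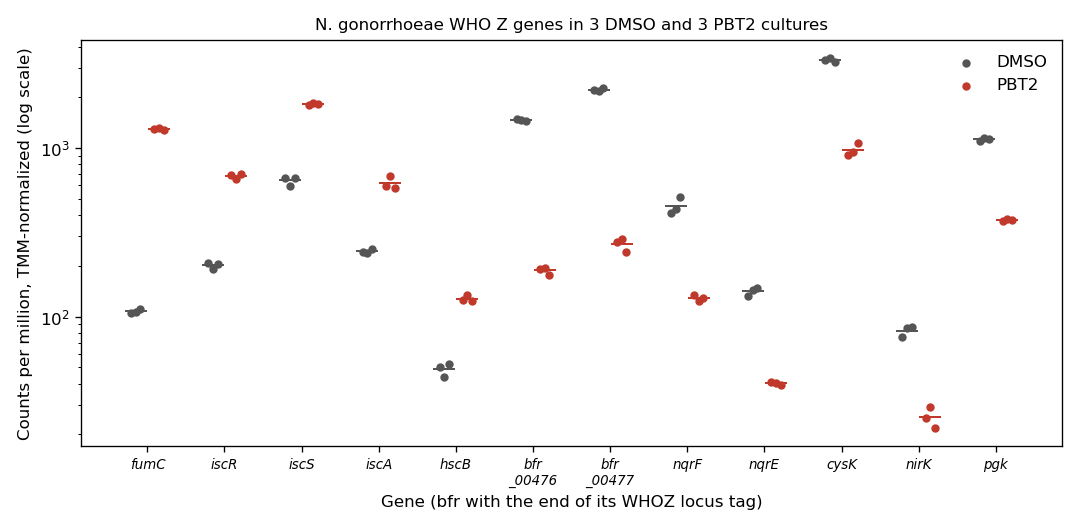
TMM-normalized CPM (log axis) of fumC and other genes with large changes. Each point is 1 library, and short lines are means of the 3 DMSO (grey) or 3 PBT2 (red) libraries. The groups do not overlap for any gene shown, which was a condition for naming these genes, and fumC goes from 108 to 1296.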

Differences in gene expression due to the presence of PBT2 were expressed as log_2_(fold change). Analysis of log(counts/million) values was performed by averaging log(counts/million) across all samples. *F* values were calculated as the quasi-likelihood *F* statistic. 

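Expression of 1550 of the 2194 tested genes differed between PBT2 and DMSO at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 771 higher and 779 lower. Most changes were small, with a median absolute log2(fold change) of 0.41 among these genes. At least 2-fold changes were found in 58 genes that rose and 102 that fell. The libraries of the 2 groups did not overlap for 74.2% of tested genes, where chance gives 10%. The split into higher and lower depends on the scaling: with library sizes alone, the median value moved up by 0.15 on the log2 scale, 1096 genes were higher and 580 lower, and at least 2-fold changes were found in 88 that rose and 70 that fell. The authors' deposited table gives 800 genes higher and 751 lower at a false discovery rate under 0.05. Of these calls, 1522 were made here in the same direction.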

*P* values were calculated to test for statistically different expressions, and false discovery rate-adjusted *P* values were calculated for multiple hypothesis testing. These new assembled transcriptomic data were used to determine differential gene expression influenced by the presence of PBT2 and to elucidate the mode of action of PBT2 in breaking antibiotic resistance in N. gonorrhoeae.

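Genes of iron-sulfur cluster assembly mostly rose, and genes of respiration and fatty acid synthesis mostly fell, while genes linked to resistance moved in both directions. The first 3 lists passed camera, which compares a list with all other genes, at a preset correlation of 0.01 but had adjusted p = 0.27, 0.56, and 0.47 with an estimated correlation. Of 8 genes of iron-sulfur cluster assembly, 5 rose, which were iscR, iscS, hscB (1.39), iscA (1.34), and hscA (0.57). grxD (-0.46) and iscX (-0.28) fell, and fdx, the ferredoxin gene, was at -0.08 (adjusted p = 0.052, edgeR) and above 0 with library sizes only. Of 10 genes of the aerobic respiratory chain, 8 fell. These were sdhA, sdhB, sdhC, and sdhD of succinate dehydrogenase (-0.73 to -0.97), ccoN, ccoO, and ccoP of the terminal oxidase (-0.77 to -1.01), and petA (-0.56). ccoG, which acts in oxidase assembly, rose (0.22), and ccoS was at 0.02. atpD of ATP synthase fell (-1.02). All 5 genes of fatty acid synthesis fell, from fabZ (-1.36), fabG (-1.20), and fabD (-1.12) to fabF (-0.70) and accC (-0.55). Of 8 genes of the TCA cycle, 6 fell, among them sucA (-0.93) and gltA (-0.86), fumC rose, and acnB was at -0.0017, with its sign depending on the scaling. sdhA and sdhB count both in the TCA list and in the respiratory list. sucA, sdhB, and sdhD lie close together on the same strand of contig 85, from 105840 to 113454. By the order of the annotation, gltA, sdhA, sdhC, and another gene of the TCA list lie in or beside this stretch. In the same way ccoN, ccoO, and ccoP lie close to each other, as do fabD and fabG, and iscR and iscS. Changes within such a stretch may not be separate, so the counts of genes per list may overstate the number of separate responses. Of 8 ribosomal protein genes, 6 fell, led by rpmE (-1.10), and 2 rose, among them rpmG (0.54).

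Of 7 genes linked to resistance, 4 rose and 2 fell. Among all tested genes 70.6% passed the threshold, 771 higher and 779 lower, so such a mix is not particular to these genes. parC, which encodes a fluoroquinolone target, went from 259 ± 7.96 to 138 ± 2.80 CPM (SD, n = 3), a log2(fold change) of -0.91 (standard error 0.04, adjusted p = 3.19e-09 from edgeR). rplV, a ribosomal protein gene tied to macrolide resistance and also counted in the ribosomal list, fell (-0.58). Genes of the efflux pump components macA (0.49) and norM (0.23) rose, as did the topoisomerase subunit genes parE (0.17) and gyrB (0.15). The gyrB call was lost without any 1 of the DMSO replicates (0.15 to 0.16) or without PBT2 replicate 3 (0.084). rpoB was at -0.15 (adjusted p = 0.056, edgeR) and passed without PBT2 replicate 3 (-0.20). The list's median was 0.15, while its mean (-0.09) and the direction of its test were below 0. Other efflux pump and porin genes were not analysed here.

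For these lists, the counts adjusted over the list alone were the same except for 1 more fall each in iron-sulfur cluster assembly (fdx) and among resistance genes (rpoB). In camera at the preset correlation, adjusted p was 0.00099 for iron-sulfur cluster assembly, 0.0023 for respiration, 0.00016 for fatty acid synthesis, 0.13 for ribosomal proteins, 0.81 for the TCA cycle, and 0.98 for resistance genes. None of these lists passed with an estimated correlation. Of 50 stable RNA genes, 39 were higher with PBT2 and 2 lower (adjusted p = 0.997 with an estimated correlation). From this transcriptome the paper states that differential expression was determined and that the mode of action of PBT2 in breaking resistance was to be elucidated.

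**Figure D2:**
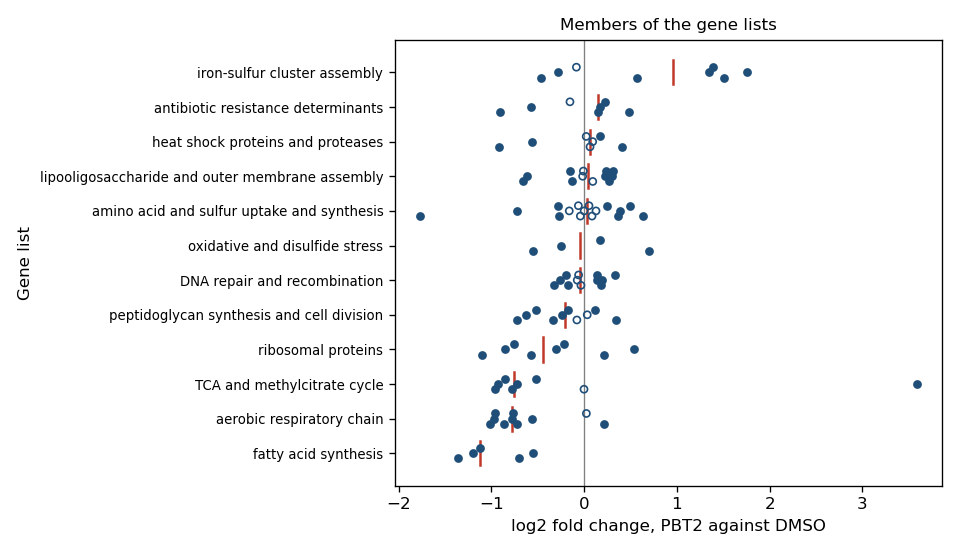
log2(fold change) of PBT2 against DMSO (x axis) for each member of the gene lists tested other than stable RNA (rows). Points are genes, filled where the adjusted p was under 0.05, and red lines are list medians. All 5 fatty acid synthesis genes lie left of 0, and fumC stands apart in the TCA list.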

**TABLE 1:** Summary of sequencing reads and SRA accession numbers for RNA samples

Sample	Accession no.	No. of reads	% of reads mapped to genome	% of reads mapped to rRNA
DMSO_1	SRX7874779	98,161,838	88.50	<10
DMSO_2	SRX7874780	95,396,518	89.57	<10
DMSO_3	SRX7874781	82,450,694	89.41	<10
PBT2_1	SRX7874782	102,875,880	87.71	<10
PBT2_2	SRX7874783	117,431,706	88.56	<10
PBT2_3	SRX7874784	94,019,008	89.12	<10

### Data availability.

The GEO data set is available under accession number GSE146622. SRA accession numbers are provided in Table 1.

How the deposited data were processed for this re-analysis (not part of the article)

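The deposited gene counts of 3 DMSO and 3 PBT2 libraries of N. gonorrhoeae WHO Z were used as they stand. The authors aligned the reads to the WHO Z genome with Bowtie2 2.3.3.1 and summarized counts per gene with featureCounts 1.5.3. Their deposited table, for which the submitters' processing notes name edgeR 3.18.1, gives log2 fold changes, mean log2 CPM, F scores, p-values, and FDR per gene. Bowtie 2 places each read once, so reads of repeated genes may be shared among copies. Beyond the paper's statement of default settings, the filter, scaling, and threshold behind the authors' table are not given in the sources used here.

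Here, 2194 genes passed filterByExpr of edgeR 4.0.16 (R 4.3.3) and 11 were removed. Counts were scaled by TMM and tested with glmQLFit and glmQLFTest without a replicate term, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. Of 20 gene lists, 13 with at least 3 tested members were tested with camera of limma 3.58.1. Protein-coding genes were matched by symbol only, since the annotation gives no product names for them, and the zinc, copper and manganese, and phage lists had 0 members. The paper gives 3 separate cultures for each RNA sample, which leaves open whether cultures were pooled; SDs and p-values measure the spread between these RNA samples. Libraries held 33780519 to 46393460 counts. Chi-square per degree of freedom between replicate libraries was 10.6 to 117, so no library was a copy of another.

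The lists, tests, and alternatives were fixed before the data were examined. Named genes were the 10 largest changes in each direction among protein-coding genes past the threshold, with an average log2 CPM of at least 3 and groups that did not overlap; all members of the zinc and resistance lists; and up to 2 members at each end of other lists. When the annotation proved to hold few symbols, the 10 largest changes per direction among genes with a symbol were added under the same conditions, and at most 2 genes without a symbol were named per direction. fumC was already seen then. hscA, ccoO, ccoP, ccoS, sdhA, sdhC, fabD, gltA, fdx, and acnB were chosen after their values were seen, to complete small lists.

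In data simulated for this comparison over 2194 genes, edgeR recovered 94% of 100 genes changed by 0.5 on the log2 scale and 100% of 100 changed by 1, and 3.48% of its calls were false. The simulation changed 200 genes, whereas 1550 were called in the data, so these shares may not carry over. Changes under 0.5, such as the median of 0.41 among called genes, were not simulated. Alternatives were other scalings, filters, a replicate block, DESeq2 1.42.0, leaving out each library, and the authors' p-values.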

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

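The tests of the runs of genes and of their explanations were chosen after the results were seen.

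Runs of neighbouring genes on one strand that each fell at least 2-fold, about which the paper reports nothing, exceeded in 2 places the longest run (5 genes) in 10000 shuffles of the fold changes over the genes. Contig 109 held 15 such genes from 374329 to 391211, with log2 fold changes of -1.26 to -2.06 and no symbols. Contig 85 held 6, from 277368 to 283169, among them nqrF and nqrE (-1.56 to -1.81). The shuffles break up neighbours that change together. Same-strand neighbours at any distance had a Spearman correlation of log2 fold changes of 0.55 (1475 pairs), so longer runs than in the shuffles are likely. The shuffles therefore do not show that these 2 runs stand out from other neighbouring genes that change together. Reads counted for a neighbouring gene stay open: genes under 100 bp apart on opposite strands had a Spearman correlation of -0.084 (264 pairs, across genes, which are not independent), against 0.66 on the same strand (977 pairs), but 0 of the former pairs hold a gene of these runs. Only 3 of the 21 genes lost more CPM, beyond the spread, than both direct neighbours together. Most of these neighbours belong to the same run and fell too, so this comparison cannot decide. Transcription of each run as a unit stays open too. Slower growth or another culture stage cannot be told apart from another effect of PBT2 without culture densities; of 8 ribosomal protein genes 6 were lower (median -0.44, adjusted p = 0.13 in camera and 0.00093 in fry).

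Of 50 stable RNA genes, which the paper does not discuss, 39 were higher with PBT2 and 2 lower (40 and 3 adjusted over the list alone; camera adjusted p = 0.0027, but adjusted p = 0.997 with an estimated correlation). They include 38 of 45 tRNA genes, which took 0.389 to 0.391% of counts in the DMSO and 0.550 to 0.638% in the PBT2 libraries. The lower ones were the 5S rRNA gene rrf (-0.64) and ssrA (-0.37). rrf held only 0.00034% of counts with DMSO and 0.00024% with PBT2, in libraries made with the Ribo-Zero Gold protocol. The rrf value may therefore not reflect 5S rRNA in the cells. How evenly tRNAs were captured in the libraries was not tested, so tRNA levels in the cells stay open.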

How the results depend on the processing

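Numbers of genes higher and lower stayed within 1.5 times of 771 and 779 in all alternatives run; without each replicate in turn they were 696 to 788 and 713 to 753. With the replicate number as a block, 736 were higher and 740 lower. Deviations of same-numbered libraries correlated at -0.10 to -0.18, which gives no sign of pairing by number. With 3 libraries per group, these values cannot exclude it. Genes at least 2-fold higher numbered 58, against 88 with library sizes only and 104 in a glmTreat test against a 1.5-fold change; the latter gave 204 lower genes against 102. That test asks for less than a 2-fold change. Lists past the threshold numbered 4, against 0 with the estimated correlation and 8 with fry, which tests each list without comparing it with other genes. Those 8 were the same 4 plus 4 lists with lower adjusted p from fry than from camera. These were resistance genes (0.045), ribosomal proteins (0.00093), the TCA cycle (0.036), and peptidoglycan synthesis and cell division (0.0056). acnB, near 0, turned positive with library sizes only (0.15), at least 1 CPM in all libraries (0.0029), no stable RNA genes (0.023), and in the authors' table (0.013), and ranged from -0.018 to 0.041 without each replicate. fdx turned positive with library sizes only (0.067), and ccoS ranged from -0.0085 to 0.067 without each replicate. None of these 3 passed with TMM scaling and all libraries; ccoS passed with library sizes only. With library sizes only, values moved up by a median of 0.15, and these 3 genes moved along with the rest. The cause of the other sign changes was not tested. rpoB passed with DESeq2 and without PBT2 replicate 3. azu lost its call with library sizes only, and gyrB, dnaJ (without DMSO replicate 2 or 3 or PBT2 replicate 2), and rpmH (without DMSO replicate 3) when a replicate was left out. All other named genes kept their direction and their side of the threshold. The effect of sequencing depth was not tested.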

Differences from the paper's values

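The paper's average of 98389274 reads per library stands beside an average of 39453791 counts assigned to genes here. Without stable RNA genes, the alternative set before the data were examined, the average was 35883618, which also lies below the paper's. Reads and counts assigned to genes are unlike quantities, so a gap between them need not be a conflict with the paper. At 2 reads per count, as for read pairs, the average over all genes was 78907582, within 1.5 times of the paper's. This unit was chosen after seeing the values, and the paper names no genes to compare.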

Other observations

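Lists not described above moved in both directions, as did all tested genes, of which 70.6% passed the threshold. Of 10 genes of peptidoglycan synthesis and cell division, 6 fell, among them minD (-0.73) and ftsA (-0.62), and 2 rose, among them dacB (0.34). Of 12 genes of lipooligosaccharide and outer membrane assembly, 4 fell, among them lpxD (-0.66) and bamA (-0.61), and 5 rose, among them lpxH (0.31). Of 16 genes of amino acid and sulfur metabolism, 5 rose, among them leuC (0.63) and ilvA (0.49), and 4 fell, among them cysK and argH (-0.73). Of 12 DNA repair genes, 5 rose, among them mutY (0.33), and 4 fell, among them recB (-0.32). Of 7 heat shock genes, groL (-0.56) and clpP (-0.92) fell, and rpoH (0.41) and dnaJ (0.17) rose. Of 4 genes of oxidative stress, grxC (0.70) and gshA (0.17) rose, and gshB (-0.55) and azu (-0.25) fell. None of these 6 lists passed camera (adjusted p = 0.47 to 0.996), and only peptidoglycan synthesis and cell division passed fry (adjusted p = 0.0056). Neither of 2 genes of the type IV pilus passed the test.

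The tests of scaling and of iron were chosen after the results were seen. The choice among the scalings tried does not account for the fall of both bfr genes or the rise of fumC, iscR, iscS, iscA, and hscB. Their smallest absolute log2 fold change under any scaling was 1.34, against a shift of 0.15 between scalings. These genes were picked for large changes, so a shift of this size could not have turned them. All scalings tried are relative, so a change in total RNA per cell was not tested. A hypothesis is that less iron was available in cells with PBT2. It may then be that iron-sulfur and haem enzymes fall more often than other genes, but 9 of 18 fell and 6 rose, against 110 of 268 that fell (Fisher's exact test, two-sided p = 0.47). Outside the respiratory chain and nqrF, 2 of 10 fell and 5 rose, against 108 of 265 others that fell (Fisher's exact test, two-sided p = 0.32). Neither share passed the threshold, so the test leaves the hypothesis open, and damage to iron-sulfur clusters was not tested.

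Only the true division of the 6 libraries into 3 and 3 gave many calls (1550), and the highest of the other splits gave 0. The 10 splits, with 1 as large, are too few for a share under 0.05.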
